# Chromatin Immunoprecipitation dataset of H3ac and H3K27me3 histone marks followed by DNA sequencing of *Medicago truncatula* embryos during control and heat stress conditions to decipher epigenetic regulation of desiccation tolerance acquisition

**DOI:** 10.1016/j.dib.2022.107793

**Published:** 2022-01-05

**Authors:** Jaiana Malabarba, Zhijuan Chen, David Windels, Jerome Verdier

**Keywords:** ChIPseq, H3K27me3, H3ac, Seed maturation, Desiccation tolerance, Heat stress, Embryo

## Abstract

Desiccation tolerance (DT) is one of the most important processes that seeds need to acquire during seed maturation because it will ensure survival until seeds have favourable conditions for germinating. Moreover, in the current climate warming context, heat stress and its impact on seed maturation and quality has been increasingly studied by the scientific community. Even if the transcriptomic changes enrolled in DT acquisition and seed heat stress response are fairly known, its epigenetic control has not yet been investigated. *Medicago truncatula* is a model legume for studying seed molecular mechanisms, which is known to display a delay in the acquisition of seed maturation mechanisms under heat conditions, except for desiccation acquisition. Our aim was to evaluate the role of two histone marks during embryo development under control and heat stress conditions on seed maturation processes, including the DT acquisition. These histone marks have either repressive (H3K27me3) or inducible (H3ac) effects on gene transcription, respectively corresponding to markers of packed and accessible chromatins. We identified all genomic regions bound to the H3K27me3 histones at four developmental stages and to the H3ac histones at the two earlier developmental stages during seed maturation, from seed filling to mature dry seeds, collected under optimal and heat stress conditions in the model legume, *Medicago truncatula* (reference genotype A17). A list of genes and promoters potentially linked to these two histone marks is reported and could provide clues about the epigenetic regulation of seed maturation between control and heat stress conditions, including the desiccation tolerance acquisition.

## Specifications Table

**Table:** 

Subject	Agricultural and Biological Sciences
Specific subject area	Omics: Epigenetics Plant Science: Plant Physiology
Type of data	Tables Figures
How data were acquired	Libraries were constructed following MicroPlex Library Preparation Kit v2 High Performance Library Preparation for Illumina® NGS Platforms (Diagenode SA. Liège, Belgium). DNA libraries samples were sent to BGI, Hong Kong, for sequencing. Samples contained on average 100 ng/µl of DNA. Sequencing resulted in paired-end 100 nucleotide reads (PE100).
Data format	Filtered raw reads (FASTQ) Analysed ChIP-seq data files (peak calling BED files) Metadata Available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184439
Parameters for data collection	Chromatin immunoprecipitation assays were performed on embryos dissected from four seed developmental stages of *Medicago truncatula* (A17) seeds that were harvested during maturation phase before and after acquisition of desiccation tolerance (respectively S1 and S2) and at the onset and after longevity acquisition (respectively S3 and S4) under standard temperature (20°C day/ 18°C night) and under high temperature (26°C/24°C). Monoclonal antibodies for histone markers H3K27me3 and H3ac (pan-acetyl) were added to purified crosslinked chromatin at 3µg of antibody per 250 µl of ChIP dilution buffers plus purification beads. Antibody and histone binding occurred overnight at 4°C under agitation, prior to magnetic bead purification then decrosslinking.
Description of data collection	ChIP-seq dataset were collected from paired-end sequencing of DNA libraries using BGISeq500 platform with 100bp reads. Raw reads were filtered to remove adapters and low-quality reads, then mapped to *Medicago truncatula* reference transcriptome (version 5). Mapping was performed using STAR mapper, read deduplication using Picard and peak calling using macs2 callpeak. Samtools algorithm was used to generate bigwig. From peak calling, genes were annotated based on gene coding region and in 3Kb promoter regions by bedtools intersect.
Data source location	Controlled growth chambers from the Institut de Recherche en Horticulture et Semences (IRHS), INRAE City: Beaucouzé Country: France
Data accessibility	Public Repository: Repository name: NCBI GEO Data identification number: GSE184439 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184439

## Value of the Data

• Our data represents a valuable and unique dataset of seed chromatin immunoprecipitation of histone mark H3K27me3 and H3ac (pan-acetyl) during the seed development in embryo of *Medicago truncatula* upon control and heat stress conditions.
• These data can be exploited by the scientific community as useful resources to investigate the change of the repressive H3K27me3 and the active H3ac histone marks upon (i) the embryo development in control conditions, (ii) the embryo development during heat stress conditions and (iii) the acquisition of desiccation tolerance (between S2, desiccation insensitive stage and S1 desiccation sensitive stage)
• Furthermore, we make available our ChIP-seq protocol (chromatin immunoprecipitation/purification protocol and bioinformatic pipeline), which can be useful as a template for any ChIP-seq data analysis.

## 1 Data Description

This manuscript presents data sets produced by chromatin immunoprecipitation followed by DNA sequencing of two histone markers (H3K27me3 and H3ac) derived from *Medicago truncatula* embryo. 

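Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA that an antibody against a histone mark pulls down. H3K27me3 is histone H3 trimethylated on a lysine of its tail, and H3ac is histone H3 acetylated on any of several lysines. The data comprised 24 libraries, of which 12 were IP libraries made with an antibody and 12 were INPUT libraries made from the same chromatin without one. H3K27me3 was measured at 4 stages and H3ac at S1 and S2 only, each at day temperatures of 20°C and 26°C. By the methods, the stages S1 to S4 were collected 17, 26, 36 and 44 days after pollination at 20°C and 14, 17, 22 and 28 days after pollination at 26°C. There was 1 library for each mark, stage, temperature and fraction, although the series record describes 2 replicates for H3ac, so no condition had a replicate here and differences between conditions are given below as ratios, with no replicate error. According to Table 1 of the paper, the H3K27me3 IP libraries held 77.3 to 122.4 M reads (median 91.9) and their INPUT libraries 120.6 to 205.3 M (median 131). The H3ac IP libraries held 18 to 34 M reads (median 22.1) and their INPUT libraries 18.7 to 95.7 M (median 28.4), whereas the methods give at least 40M reads per sample. These are reads before the removal of duplicates, and the peak lists do not state how many were left for peak calling. The authors deposited 1 peak list for each IP library, called against its own INPUT library without pooling, 8 lists for H3K27me3 and 4 for H3ac. Each line gives the position of a peak on the MtrunA17r5.0 assembly, its fold enrichment over INPUT, and the −log10 of its p-value and q-value, as the authors' peak caller wrote them. These per-peak values are the authors' and were used to describe, rank and filter the peaks of a list and, in a step chosen after seeing the data, to solve for the background of each list. For the positions of genes, the RefSeq annotation of the same assembly was used, with 39280 genes on chromosomes 1 to 8, of which 31728 were protein-coding and 1407 were rRNA genes. Genes cover 33.3% of these chromosomes. The gene table used here gives no strand and no coding segments. A gene was therefore counted when a peak overlapped its whole span by at least 1 bp, and in place of the promoter the number of genes with a peak in the 3 kb next to the gene was taken as the mean of the counts for both sides. None of the gene identifiers in the rows of Files S4 and S5 that were read matched that table, and neither file was read in full. Genes are therefore compared with the paper by number only.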

Seed samples are from four developmental stages of *M. truncatula* (A17) embryos during maturation phase [*i.e.* before and after desiccation tolerance (respectively S1 and S2) and at the onset and after longevity acquisition (respectively S3 and S4)] produced under standard temperature (20°C day/ 18°C night) and heat stress (26°C/24°C). Heat stress conditions (26°C/24°C) were chosen based on the recommended Medicago growth conditions available in the Medicago handbook (https://www.noble.org/medicago-handbook/). Indeed, despite to be a Mediterranean species, *Medicago truncatula* behaves as winter annuals with germination in autumn and flowering time early spring. Table 1 displays all sample names with information regarding histone markers, treatments, developmental stages and numbers of reads sequenced per sample. **File S2** provides sequence quality histograms obtained from FastQC [1] and merged into a single graphic using MultiQC [2]. All 24 samples displayed Phred quality scores about 35, which corresponds to a base calling accuracy of about 99.95%. The entire script used to analyze these data is provided as Supplementary **file S1**. 

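The script in File S1 maps reads with STAR, keeping only those with 1 place in the genome, and calls peaks with a p-value threshold of 0.01. In the deposited H3ac lists the lowest −log10 p-value was 2.01 to 2.07, which is close to that threshold, and the lowest −log10 q-value was 0 to 0.195. In the H3K27me3 lists the lowest −log10 p-value was 2.74 to 3.16 and the lowest −log10 q-value was 1.02 to 1.07, so these lists start at a stricter level than the H3ac lists. Peaks with a q-value of at most 0.05 made up 80.8% to 98.5% of the H3K27me3 lists and 41.3% to 67.2% of the H3ac lists. The H3K27me3 lists are in the broad peak format and the H3ac lists in the narrow peak format, whereas File S1 gives the broad option for both. For these reasons the numbers of peaks were compared between stages and temperatures within a mark and not between the marks.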

In summary, STAR algorithm [3] was used to map paired-end reads to the *Medicago truncatula* reference genome (**File S3**) [4]. Deduplicated reads were marked using Picard algorithm and removed using Samtools [5]. Macs2 [6] was, then, used to call peaks bound to histone marks using the INPUT and IP files, and these peaks were annotated using Bedtools Intersect [7]. 

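At 20°C, the number of H3K27me3 peaks was 4754 at S1, 1895 at S2, 1517 at S3 and 913 at S4. The log2 ratio of S4 to S1 was −2.38. At 26°C the numbers were 5689, 5321, 6569 and 4520, and the log2 ratio of S4 to S1 was −0.33. The number of peaks was higher at 26°C than at 20°C at every stage, by 0.26 on the log2 scale at S1, 1.49 at S2, 2.11 at S3 and 2.31 at S4. The mean of these 4 ratios was 1.54 (exact sign-flip permutation test over the 4 stages, two-sided, p = 0.12, the smallest p that 4 pairs allow). The stages are not replicates of one condition, so this test says only that the ratios had one sign. The length covered by peaks differed less. It was 8.01, 4.82, 3.86 and 4.05 Mb for S1 to S4 at 20°C and 8.57, 8.60, 7.78 and 7.64 Mb at 26°C. The median peak length was 428 bp at S1 and 1433 bp at S4 at 20°C. The median fold enrichment of the H3K27me3 lists ranged from 2.46 for S3 at 20°C to 3.91 for S1 at 26°C. With a −log10 p of at least 5 the log2 ratio of S4 to S1 at 20°C was −2.43, and with a minimum fold enrichment of 3, which depends on the background of each list, −4.81. For H3ac there were 4488 peaks at S1 and 990 at S2 at 20°C, and 827 at S1 and 570 at S2 at 26°C. The log2 ratio of S2 to S1 was −2.18 at 20°C and −0.54 at 26°C. The covered length was 3.76 and 3.48 Mb at 20°C and 2.78 and 2.61 Mb at 26°C, and the H3ac list of S1 at 20°C had the shortest peaks of the 12 lists, with a median of 389 bp.

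**Figure D1:**
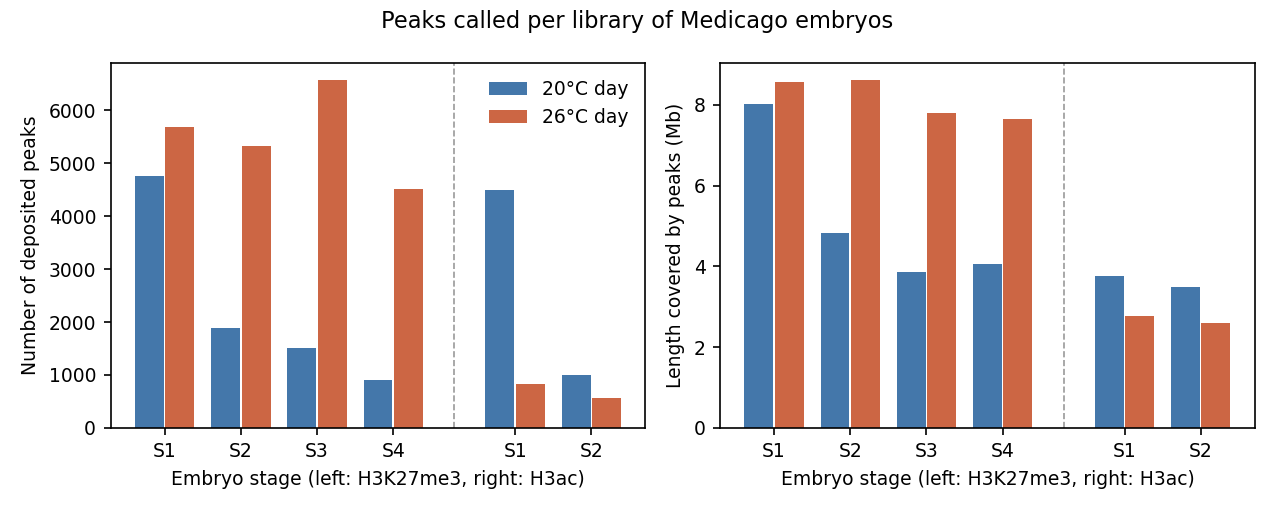
Number of peaks (left panel) and length covered by peaks in Mb (right panel) for each deposited list. Each bar is 1 library, by embryo stage on the x axis and day temperature by colour, with H3K27me3 left of the dashed line and H3ac right of it. The H3K27me3 bars at 20°C go down from 4754 peaks at S1 to 913 at S4, and the H3ac list of S1 at 20°C has 4488 peaks but covers 3.76 Mb.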

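Positions of genes are those of the MtrunA17r5.0 assembly, and genes are given by their RefSeq symbols. They were picked by a rule on the fold enrichment of the peaks that was set before the data were examined. A peak in the gene in all 8 H3K27me3 lists was found for 142 genes, of which 88 were rRNA genes and 27 were protein-coding. The 3 with the highest lowest fold enrichment are rRNA genes close together on chromosome 5 under the same peaks, LOC112418314 (23800740 to 23800895), LOC112418329 (23810127 to 23813488) and LOC112418318 (23823837 to 23823992). Their fold enrichment ranged from 9.36 for S1 at 26°C to 20.7 for S3 at 26°C, and each also had a peak in at least 3 of the 4 H3ac lists. H3K27me3 peaks at S1 at both temperatures, with none in the gene or the 3 kb around it at S2, were found for 142 genes, of which 131 were protein-coding. The strongest were LOC11438947 on chromosome 3 (40970574 to 40977689), with a fold enrichment of 7.65 at 20°C and 6.22 at 26°C, LOC11421533 on chromosome 3 (58261612 to 58264941), with 5.60 and 8.32, and LOC11412046 on chromosome 4 (50928116 to 50929423), with 6.51 and 5.41. The opposite pattern, S2 at both temperatures and not S1, was found for 25 genes. The strongest of them was the protein-coding gene LOC120576979 on chromosome 7 (15083834 to 15086136), with a fold enrichment of 4.10 at 20°C and 23.8 at 26°C, followed by the rRNA genes LOC120580321 (19273385 to 19273503) and LOC120580401 (19273701 to 19273818) on chromosome 4. These rRNA genes lie in a region of merged peaks (19273374 to 19277551) that has a peak in 10 of the 12 lists of both marks. A total of 8 genes, all protein-coding, had an H3K27me3 peak at all 4 stages at 26°C and none at 20°C, and 0 genes had the reverse. They included LOC25481883 on chromosome 1 (1685805 to 1686696), with a fold enrichment of 3.36 to 4.73. They also included LOC25495344 (4873931 to 4909910) and LOC11422532 (4876010 to 4906107) on chromosome 6, which overlap each other and share the same peaks, with a fold enrichment of 3.14 to 5.52. These gene numbers depend on how many peaks each list holds. The lists of 20°C held fewer peaks than those of 26°C, and those of S2 fewer than those of S1. That alone would tip the 8 against 0 and the 142 against 25 genes the same way. No expectation from list size was computed.

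For H3ac, 336 genes had a peak in the gene in all 4 lists, of which 301 were rRNA genes and 3 were protein-coding. The strongest were the pseudogene LOC25490716 on chromosome 3 (25279645 to 25330370), with a fold enrichment of 4.03 to 11.0 and an H3K27me3 peak in all 8 lists of that mark, and the rRNA genes LOC120576582 (20570115 to 20570232) and LOC120576745 (20570399 to 20570514) on chromosome 6. H3ac peaks at S1 at both temperatures and not at S2 were found for 26 genes, 22 of them protein-coding. The strongest were LOC25494055 on chromosome 4 (57099131 to 57100685), with a fold enrichment of 7.07 at 20°C and 7.46 at 26°C, LOC25499519 on chromosome 7 (50490099 to 50493170), with 7.45 and 5.72, and LOC25489828 on chromosome 3 (46392594 to 46394068), with 5.91 and 5.26. None of these had a peak of H3K27me3 in the gene. H3ac peaks at S2 at both temperatures and not at S1 were found for 13 genes. They were led by the protein-coding gene LOC112422660 on chromosome 4 (20267632 to 20268867), with a fold enrichment of 7.05 at 20°C and 3.44 at 26°C, and the rRNA genes LOC120576513 (20653093 to 20653211) and LOC120576458 (20653288 to 20653406) on chromosome 6. These rRNA genes lie in a region of merged peaks (20569900 to 20711127) that has a peak in all 12 lists. Their absence at S1 is thus a local gap in a region that has H3ac peaks at S1. The H3ac lists of S1 also held more peaks than those of S2, which alone would tip the 26 against 13 genes the same way. Each value comes from 1 library, so a gene's absence from a list has no replicate check.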

Lists of genes that were identified as linked to these histone marks in their 3kb promoters and/or coding sequences are provided in Files S4 and S5. 

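The number of genes with an H3K27me3 peak in the gene was 2112 at S1, 902 at S2, 821 at S3 and 725 at S4 at 20°C, and 2600, 2437, 2490 and 1508 at 26°C. The log2 ratio of S4 to S1 was −1.54 at 20°C and −0.79 at 26°C. Many of these are copies of rRNA genes. They numbered 155, 542, 546 and 518 at 20°C and 269, 255, 558 and 564 at 26°C. Protein-coding genes with a peak numbered 1723, 241, 164 and 103 at 20°C and 2039, 1861, 1642 and 737 at 26°C, so the differences between stages were larger among them, with a log2 ratio of S4 to S1 of −4.06 at 20°C and −1.47 at 26°C. The restriction to protein-coding genes was chosen after seeing the data. The number of genes with an H3K27me3 peak in the 3 kb next to the gene was 1879, 957, 878 and 762.5 at 20°C and 2123, 2024, 2080.5 and 1442.5 at 26°C, as the mean of both sides. The ratio of 26°C to 20°C in the number of genes with a peak in the gene was above 1 at all 4 stages, with a mean log2 ratio of 1.10 (exact sign-flip permutation test, two-sided, p = 0.12). It stayed above 1 at all 4 stages with the filters on p-value, q-value and fold enrichment and with an overlap of at least 200 bp, with mean log2 ratios of 0.70, 1.04, 0.90 and 2.20. With the same number of peaks in each H3K27me3 list, the strongest 913, which takes away the difference in peak number itself, the mean log2 ratio was −0.046, with 2 of the 4 stages higher at 26°C (p = 0.75, same exact test), and the log2 ratio of S4 to S1 at 20°C went from −1.54 to 0.25. From the peaks that bedtools intersect placed in a gene or its promoter, the paper reports these genes as linked to the histone mark.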

Fig. 1 represents the number of genes (*i.e.* promoter and coding sequence) that were identified as linked to one of these two histone marks at the different stages of embryo development.

**Table 1:** Summary of sample files with corresponding information related to analysed histone marks, seed developmental stages, growth conditions and numbers of clean sequenced reads used for ChIP-seq data analysis.

Embryo stage	Histone mark	Number of reads	Growth (°C)	Input or IP sample
S1	H3K27me3	90.8 M	20°C	IP
S1	H3K27me3	91.1 M	**26°C**	IP
S2	H3K27me3	120.4 M	20°C	IP
S2	H3K27me3	92.6 M	**26°C**	IP
S3	H3K27me3	101.2 M	20°C	IP
S3	H3K27me3	122.4 M	**26°C**	IP
S4	H3K27me3	77.3 M	20°C	IP
S4	H3K27me3	81.3 M	**26°C**	IP
S1	H3K27me3	139 M	20°C	INPUT
S1	H3K27me3	120.6 M	**26°C**	INPUT
S2	H3K27me3	125.3 M	20°C	INPUT
S2	H3K27me3	158.5 M	**26°C**	INPUT
S3	H3K27me3	125.8 M	20°C	INPUT
S3	H3K27me3	129 M	**26°C**	INPUT
S4	H3K27me3	205.3 M	20°C	INPUT
S4	H3K27me3	133.5 M	**26°C**	INPUT
S1	H3ac	18 M	20°C	IP
S1	H3ac	21.6 M	**26°C**	IP
S2	H3ac	22.5 M	20°C	IP
S2	H3ac	34 M	**26°C**	IP
S1	H3ac	95.7 M	20°C	INPUT
S1	H3ac	18.7 M	**26°C**	INPUT
S2	H3ac	31.4 M	20°C	INPUT
S2	H3ac	25.4 M	**26°C**	INPUT

**Fig. 1:**
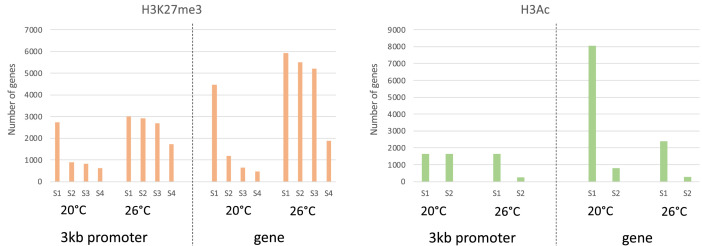
Number of genic regions (*i.e.* 3kb promoter and/or coding sequences) immuno-precipitated with either H3K27me3 or H3ac during developmental stages of *M. truncatula* embryos.

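The number of genes with an H3ac peak in the gene was 2272 at S1 and 603 at S2 at 20°C, and 498 at S1 and 632 at S2 at 26°C, and the log2 ratio of S2 to S1 was −1.91 at 20°C and 0.34 at 26°C. Protein-coding genes among them numbered 1647, 54, 66 and 40 in that order, and rRNA genes 442, 478, 371 and 516. Without the rRNA and other non-coding genes, a choice made after seeing the data, the log2 ratio at 26°C was −0.72, so that its direction changed. The number of genes with an H3ac peak in the 3 kb next to the gene was 1550, 673.5, 603.5 and 670. To see whether lists share places, each peak was counted as shared when it overlapped a peak of another list by at least 1 bp, and the share was set beside that of 1000 seeded random placements of the same peaks on their own sequences. Over the 56 ordered pairs of H3K27me3 lists, the median share was 15.9% (6.20% to 57.8%), and the median of the random shares was 4.29%. Between 20°C and 26°C at S1, 14.7% of the H3K27me3 peaks of 20°C overlapped a peak of 26°C. Over the 12 ordered pairs of H3ac lists, the median share was 31.2% (4.19% to 53.0%), with a random median of 2.78%. All of these pairs shared more than any of their random placements. H3ac peaks also overlapped H3K27me3 peaks of the same stage and temperature. The share was 6.75% at S1 and 37.5% at S2 at 20°C, and 21.5% at S1 and 23.2% at S2 at 26°C, with exact 95% binomial intervals of 6.03% to 7.53%, 34.5% to 40.6%, 18.8% to 24.5% and 19.8% to 26.8%. The random means were 3.12%, 4.08%, 6.97% and 8.21%. These intervals cover counting error only. For each H3ac list the highest share was with the H3K27me3 peaks of S4 at 26°C. It was 14.6% and 53.2% for S1 and S2 at 20°C, and 51.0% and 46.7% for S1 and S2 at 26°C. The overlap was thus not highest within the same stage and temperature.

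**Figure D2:**
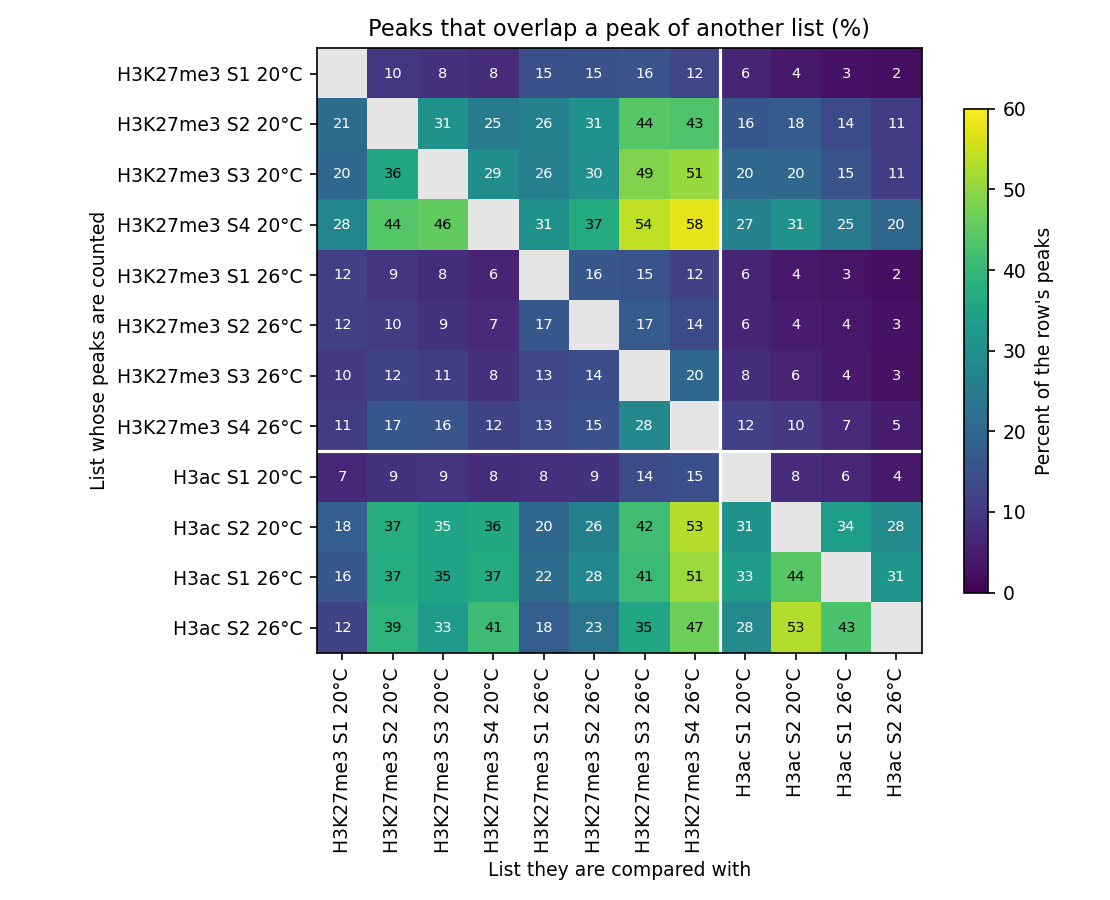
Percent of the peaks of each list (y axis) that overlap a peak of another list (x axis), as numbers and colour; white lines part the marks and grey cells are a list with itself. The shares reach 57.8% within H3K27me3 and 53.0% within H3ac, and the H3ac lists other than that of S1 at 20°C share up to 53.2% of their peaks with an H3K27me3 list.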

## 2 Experimental Design, Materials and Methods

### 2.1 Plant growth conditions and seed sampling

Medicago plants were grown under standard conditions (20°C/18°C, 16h photoperiod) in growth chambers. At flowering time, half of plants were kept at same optimal conditions (20°C/18°C, 16h photoperiod) and half were grown under heat stress conditions (26°C/24°C, 16h photoperiod). Developing and mature seeds were collected from standard and stress conditions, embryo tissues were quickly dissected then immediately frozen in liquid nitrogen. According to our previous study, four seed developmental stages were collected under standard conditions at 17 days after pollination (DAP), 26 DAP, 36DAP and 44 DAP and under heat stress conditions at corresponding developmental stages at 14 DAP, 17 DAP, 22 DAP and 28 DAP. These four developmental stages were shown to be the beginning of seed maturation and before acquisition of desiccation tolerance (S1), after the acquisition of desiccation tolerance and during seed filling (S2), at the onset of the acquisition of longevity and at the end of seed filling (S3) and mature seed (S4) [8].

### 2.2 Chromatin immunoprecipitation, purification and library generation

Chromatin immunoprecipitation and purification protocols were modified from Cortijo et al. (2018) [9] (that was initially modified from Saleh et al. [10]) and adapted to seed tissues. Fifty seeds at early stage (S1 and S2) and 20-25 seeds at the late stage (S3 and S4) were harvested and grinded into fine powder. 20 ml of crosslink buffer (0.4 M sucrose, 10 mM Tris-HCl pH 8, 1 mM EDTA, 1% formaldehyde, Cocktail protease inhibitor) was added to each sample and samples were incubated at room temperature for 10 min. 2 ml of Glycine 2M (freshly prepared) was added and incubated for 5 min to stop the reaction. Crosslink buffer was removed by centrifugation (5 min at 3000 g). Nuclei isolation buffer (0,25 M sucrose, 15 mM PIPES pH 6.8, 5 mM MgCl2, 60 mM KCl, 15 mM NaCl, 1 mM CaCl2, 0.9% Triton-X100, Cocktail protease inhibitor, freshly prepared and kept at 4°C) was added to samples and incubated on ice for 30 min. After, samples were filtered first on 70 µm then 40 µm filters and then centrifuged at 11000g for 20 min at 4°C. Pellets were resuspended in 1ml of Nuclei lysis buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% SDS, 0.1% sodium deoxycholate, 1% Triton X-100, Cocktail protease inhibitor, freshly prepared and kept at 4°C). Samples were then sonicated for 15 min with pulses of 75W (Sonicator Covaris M220). Samples were, then, centrifuged (13.800g for 10 min at 4°C) and supernatants were collected. 100µl of the supernatant was stored at -80°C to serve as INPUT samples, while 600 µl were used for IP samples. IP samples were diluted 10 times with nuclei lysis buffer without SDS. Samples were incubated with 10 µl of magnetic beads (5µl Dynabeads® Protein G/5µl Dynabeads® Protein A) for 2 h at 4°C with gentle agitation. Later on, 20µl of magnetic beads (washed) were added per IP samples (10µl Dynabeads® Protein G/10µl Dynabeads® Protein A) and 3ug of antibody was added to 250 µl of different samples. Samples were then incubated overnight at 4°C with gentle agitation for immuno-binding of H3K27me3 and H3ac (pan-acetyl) monoclonal antibodies (Active Motif, Carlsbad, California, United States). Sample purification followed multiple washes with magnetic beads and the following buffers: low-salt washing buffer (150 mM NaCl, 20 mM Tris-HCl pH 8.0, 0.2% SDS, 0.5% Triton-X100 and 2 mM EDTA); high-salt washing buffer (500 mM NaCl, 20 mM Tris-HCl pH 8.0, 0.2% SDS, 0.5% Triton-X100 and 2 mM EDTA); LiCl washing buffer (0.25 M LiCl, 1% sodium deoxycholate, 10 mM Tris-HCl pH 8, 1% NP-40 and 1 mM EDTA) and TE buffer (1 mM EDTA and 10 mM Tris-HCl pH 8). Samples were resuspended in elution buffer at 65°C (0.5% SDS and 0.1 M NaHCO_3_). Decrosslinking was performed on IP and INPUT samples by adding 0.5 µl 5M NaCl per 10µl of sample and incubated at 65°C overnight. Samples were purified by adding 10 µl of 0.5 M EDTA, 20 µl of Tris-HCl pH 6.5, 1 µl of RNase A and incubating for 30 min at 42°C then adding 1µl protease K (20 mg/ml) and incubated for 1.5 h, 45°C to digest proteins. Equilibrated AMPure beads (Beckman Coulter, #A63880, CA, USA) were used for sample washing (2 (beads): 1 (sample) ratio). Finally, beads were resuspended in 25 µl of Tris-HCl 10mM pH8 and supernatant was used for library preparation. DNA concentration was measured by Qubit™ dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, Massachusetts, United States) and 50 ng of purified chromatin were used as starting amount for PCR amplification. Libraries were constructed following MicroPlex Library Preparation Kit v2 High Performance Library Preparation for Illumina® NGS Platforms (Diagenode SA. Liège, Belgium). Library products were evaluated by Qubit and fragment size were measured using a Bioanalyzer 2100 instrument (Agilent Technologies, Santa Clara, CA, USA). Samples were sent to Beijing Genomics Institute (https://www.bgi.com) (Hong Kong) for sequencing on BGISEQ-500 platform, generating at least 40M reads of 100bp per sample.

### 2.3 Bioinformatic analyses of sequenced reads

Raw reads were filtered to remove adapters and low-quality reads, then mapped to *Medicago truncatula* reference transcriptome (version 5) and quality control was performed using FastQC and MultiQC algorithms [1,2] (File S2). STAR algorithm [3] was used to map paired-end reads to the *Medicago truncatula* reference genome (File S2) [4]. Deduplicated reads were marked using Picard MarkDuplicates (https://gatk.broadinstitute.org/hc/en-us/articles/360037052812-MarkDuplicates-Picard) and removed using Samtools [5]. Macs2 callpeak function [6] was, then, used to call peaks bound to histone marks using the INPUT and IP files, and these peaks were annotated using Bedtools Intersect [7] as being located in 3kb promoter regions and/or gene coding regions based on genome annotation. 

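Of the H3K27me3 peaks on chromosomes 1 to 8 at 20°C, 39.7% overlapped an annotated gene at S1, 17.8% at S2, 16.2% at S3 and 17.9% at S4. Peaks of the same lengths placed at random did so in 41.9%, 44.1%, 43.2% and 49.5% of cases on average. At 26°C the shares were 40.6%, 39.3%, 30.1% and 21.4%, and the random means 41.4%, 41.4%, 39.7% and 41.6%. The shares of S1 at both temperatures and of S2 at 26°C lay within the range of their random placements (39.6% to 44.3%, 39.3% to 43.4% and 39.2% to 43.7%), and those of the other 5 lists lay below all of theirs. For H3ac, 42.7% of the peaks of S1 at 20°C were in a gene, above all random placements (35.7% to 40.7%), while 12.2% of S2 at 20°C, 17.7% of S1 at 26°C and 15.8% of S2 at 26°C were, below random means of 48.3%, 47.2% and 50.7%. Gene-poor parts of the chromosomes, taken as 1-Mb bins with fewer than 40 protein-coding genes, are 13.1% of the 428 bins. They held 16.3% to 50.7% of the peaks of the H3K27me3 lists and 22.4% to 73.6% of those of the H3ac lists.

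**Figure D3:**
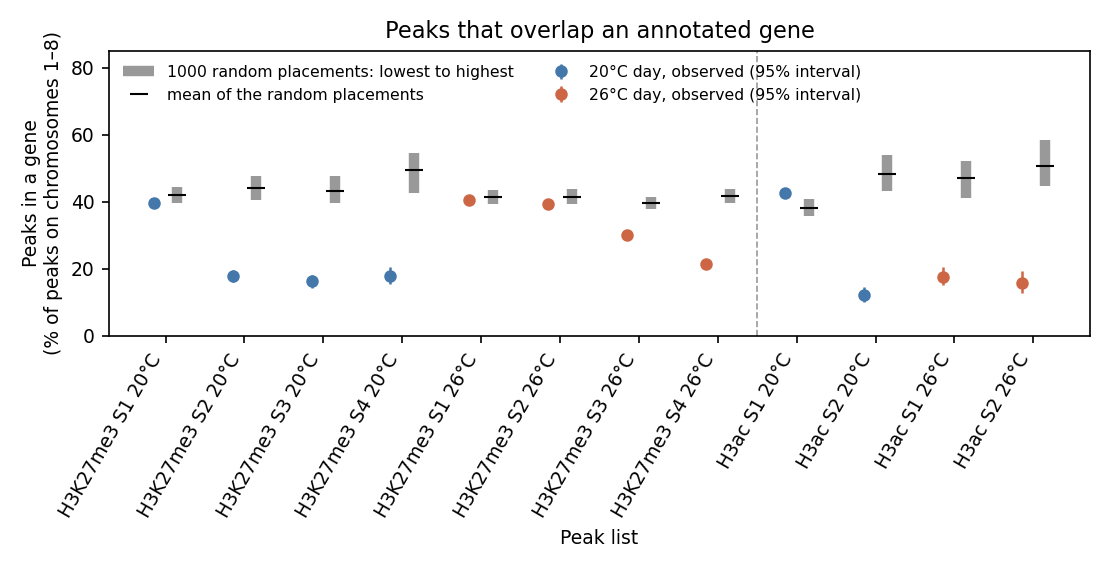
Percent of the peaks on chromosomes 1 to 8 that overlap an annotated gene, for each list on the x axis. Points are the observed shares with exact 95% binomial intervals, coloured by day temperature; grey bars span the lowest to highest of 1000 random placements and black dashes are their means. The H3ac list of S1 at 20°C, at 42.7%, lies above its grey bar, and most other lists lie below theirs.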

The entire script containing all options/settings used to analyse these ChIPseq dataset is provided in File S1.

## Ethics Statement

This work does not contain any studies with human or animal subjects.

## CRediT authorship contribution statement

**Jaiana Malabarba:** Investigation, Methodology, Visualization, Writing – original draft. **Zhijuan Chen:** Methodology. **David Windels:** Methodology. **Jerome Verdier:** Methodology, Supervision, Conceptualization, Data curation, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have or could be perceived to have influenced the work reported in this article.

How the deposited data were processed for this re-analysis (not part of the article)

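H3K27me3 was measured in embryos of *M. truncatula* (A17) at 4 stages and H3ac at S1 and S2, each at 20°C and 26°C by day, with 1 IP and 1 INPUT library per condition, 24 libraries in all. According to File S1, the authors trimmed the reads with trim_galore, mapped them with STAR to the MtrunA17r5.0 genome, keeping reads with 1 place in the genome, marked duplicates with Picard, and called peaks with macs2 on each IP library against its INPUT library, in paired-end mode and with a p-value threshold of 0.01. The paper's text adds that duplicates were removed with Samtools. Versions of these tools are not named in the paper's text or in File S1. Libraries were not pooled. What the authors deposited for each IP library is a list of peaks with the fold enrichment (a ratio of IP to INPUT) and the −log10 of the p-value and of the q-value of each peak. In the broad lists of H3K27me3 these values are averages over the peak. The H3ac lists are in the narrow format. A removal of duplicates and the threshold are already part of these lists and could not be varied downwards. Fewer fragments, a deeper INPUT and a looser threshold can each change how many peaks a list holds.

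From the lists the following was computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Peaks and covered length were counted per list. A gene was counted when a peak overlapped its span by at least 1 bp, with the genes of the RefSeq annotation of the same assembly on chromosomes 1 to 8. The design set beforehand used a promoter on the gene's strand; as the gene table has no strand, the 3 kb on each side were counted and averaged. Coding segments, gene families and promoters by strand were not analysed here. Lists were compared by the share of peaks overlapping another list, set beside 1000 random placements on the same sequence, whose length was taken as the largest end of a peak or gene seen on it. Shares carry exact 95% binomial intervals (Clopper-Pearson), which cover counting error only. Conditions were compared as log2 ratios within a mark, with no p-value because there were no replicates, and 26°C against 20°C over the 4 stages by an exact sign-flip permutation test. Relations across the 8 H3K27me3 libraries were tested by exact permutation of all pairings, with Benjamini-Hochberg adjustment over 9 relations. The depth per library is the number of reads in Table 1 of the paper. The interval counts were checked against bedtools 2.31.1, and 8 of 8 quantities were equal.

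Genes to be named were picked by rules set in advance. They were the 3 genes with the highest lowest fold enrichment among those with a peak in the gene in every list of a mark, among those with a peak at S1 at both temperatures and none in or near the gene at S2 or the reverse, and for H3K27me3 among those with a peak at all 4 stages at one temperature and none at the other. The alternatives were a −log10 p of at least 5, a q-value of at most 0.05, a fold enrichment of at least 3, chromosomes 1 to 8 only, the same number of peaks in each list of a mark, an overlap of at least 200 bp or of 0.5 of the peak, 1 kb in place of 3 kb, each pair of a peak and a 3 kb side, peaks within 1 kb merged, random placement near genes, and other measures of depth. Added after seeing the data were protein-coding genes only, the removal of regions with a peak in 10 or more lists, and the background solved from the peaks. The gene lists of Files S4 and S5 were used only for their headings and, where complete, their chromosomes.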

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

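The tests of IP reads, weak peaks, INPUT depth, mitochondrial and plastid peaks, background fragments, pileups and shared regions, and the counts of protein-coding genes, were chosen only after the result was seen; the filters on p-value and q-value and the same number of peaks had been planned as alternatives. Of 12 groups of 4 lists tested for a value far from the others, chance alone would single out about 1 in 20 groups, and the measures within a group are related.

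The H3ac list of S1 at 20°C stands apart from the other 3 H3ac lists, with 4488 peaks, 2272 genes with a peak in the gene and 1647 protein-coding genes with one. Its INPUT library is the deepest of the H3ac set, with 95.7 M reads against 18.7 to 31.4 M. If weak peaks let through by a deeper INPUT were the cause, the excess should go away among stronger peaks. Its peaks were 5.43 times the median of the other lists, 4.00 times at a q-value of at most 0.05 and 3.34 times at a −log10 p of at least 5. The excess in peaks is smaller there and remains. Its covered length was 3757067 bp, against 3484807, 2781601 and 2608136 bp for S2 at 20°C, S1 at 26°C and S2 at 26°C. At a −log10 p of at least 5 it was the lowest, at 1701213 bp against 2583637, 1899697 and 1794639 bp. Genes with a peak in the gene numbered 896 there, against 543, 160 and 574. The excess thus goes away in length and remains in peaks and genes, so the INPUT depth stays open. Fold enrichment and p-value together give the number of fragments piled up at a peak. For this list 99.5% of peaks had a whole-number solution, and 72.2% of the solved peaks rest on 5 fragments or fewer, against 0% for S2 at 20°C and 9.42% for S1 at 26°C. The background of each list sets the smallest pileup that passes, which at the background was 3 fragments for this list, 6 for S2 at 20°C and 5 for S1 at 26°C, so these shares do not decide whether peaks from few fragments make up the excess. That H3ac is more widespread in early embryos at 20°C was not tested and stays open.

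At 20°C the H3K27me3 list of S1 stands apart from those of S2 to S4, with 2112 genes and 1723 protein-coding genes with a peak in the gene, and at 26°C that of S4 stands apart on the low side, with 1508 genes. Fewer IP reads do not account for the fall at 20°C. Over the 8 H3K27me3 libraries the number of peaks had r = 0.152 with the IP reads of Table 1 (exact permutation test, p = 0.70; rho = 0.405, p = 0.33; Benjamini-Hochberg adjusted over 9 relations, 0.93 and 0.74), r was 0.132 without the 2 libraries farthest from the median, −0.0065 within 20°C and 0.93 within 26°C over 4 libraries each (too few for a test), and S2 and S3 at 20°C had more reads than S1 and fewer peaks. Weak peaks near the calling threshold do not account for the fall in peaks and in protein-coding genes either, since at a −log10 p of at least 5 the log2 ratio of S4 to S1 at 20°C was −2.43 for peaks, against −2.38 for all peaks, and −3.78 for protein-coding genes, against −4.06. For genes of all types it shrank from −1.54 to −0.51, as 515 rRNA genes kept a peak at S4 and 91 at S1, and with the same number of peaks in each list, which takes away the difference in peak number itself, it was 0.25, so weak peaks stay open for that count. A minimum fold enrichment was not used as a test here, because it depends on the background. Among peaks of similar p-value (−log10 p of 3.5 to 4.5) the median fold was 3.45 for S1 at 20°C and 2.50, 2.38 and 2.47 for S2 to S4. Open is the number of fragments left after the removal of duplicates. The background stands in for it here, although it also rises with fragment length, which was not known. The background solved from the peaks was 0.925 fragments per base for S1 at 20°C against 5.45, 6.59 and 5.58 for S2 to S4, and the peak number fell with it over the 8 libraries (r = −0.81). The values do not all go one way. At S2 the list of 26°C had a background of 1.02 and 5321 peaks and that of 20°C 5.45 and 1895, but from S2 to S3 at 26°C the background rose to 3.06 while the peaks rose to 6569, and r was −0.32 within 26°C. At S2 to S4 the background was higher at 20°C than at 26°C, so the higher numbers at 26°C at these stages are open to the same explanation. At S1 the background was 0.925 at 20°C and 1.01 at 26°C, with 4754 and 5689 peaks, which goes the other way. This explanation cannot be told apart from stage and temperature, because each combination has 1 library. A loss of the mark during maturation, which is the biological reading, was not tested apart from it.

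Between S2 and S3, the number of H3K27me3 genes fell at 20°C (log2 ratio −0.14) and rose at 26°C (0.031), and the number of peaks likewise (−0.32 and 0.30). For H3ac, the genes fell from S1 to S2 at 20°C (−1.91) and rose at 26°C (0.34). With 1 library per condition these differences between temperatures were not tested. The H3K27me3 gene ratio at 26°C is close to 0, and the peak ratio reversed to −0.64 with a −log10 p of at least 5. The rise of H3ac genes at 26°C came from rRNA genes, which went from 371 to 516, while protein-coding genes went from 66 to 40. A biological difference between the temperatures stays open, as untested.

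H3K27me3 peaks cover 44.5% to 88.2% of the mitochondrial sequence in the 8 lists, against 0.765% to 1.90% of chromosomes 1 to 8. Mitochondrial DNA carries no histones, so these peaks may be signal that is not from the mark. The median fold enrichment there is 1.44 to 2.47. Such signal should appear in both marks, and 3 of the 4 H3ac lists have 0 mitochondrial peaks, while S1 at 20°C has 18 (3.63% of the sequence). The plastid, which carries no histones either, has peaks in 8 of 8 H3K27me3 lists (1.12% to 24.0% of the sequence) and in 3 of 4 H3ac lists (up to 7 peaks and 5.98% of the sequence), and 1 plastid region has a peak in 11 of the 12 lists. So both marks have peaks on the plastid and only 1 H3ac list has them on the mitochondrion, which leaves the explanation open. Copies of mitochondrial DNA inserted in the nuclear genome were not tested, and no biological explanation was tested.

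Across both marks, 117 regions of 2.77 Mb in all have a peak in 10 or more of the 12 lists. Their median length is 17.5 kb and they hold 14.8% to 48.8% of the length covered by H3K27me3 peaks and 37.0% to 58.6% of that covered by H3ac peaks. Of the 106 on chromosomes 1 to 8, 21 overlap a protein-coding gene, against a mean of 84.2 (70 to 96) over 1000 random placements, and 71.7% lie in gene-poor bins. They hold 39.7% of the rRNA genes and 0.132% of the protein-coding genes. This is in line with repeated sequence that is pulled down or mapped alike whatever the antibody, although File S1 keeps only reads with 1 place in the genome. It cannot be told apart from chromatin that truly carries both marks, because no genome sequence was used here and no library with an unrelated antibody belongs to the design.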

How the results depend on the processing

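The alternatives limited to protein-coding genes, without the regions that have a peak in 10 or more of the 12 lists, and with background fragments per base as the depth were chosen after seeing the data, as was the mean of both 3 kb sides in place of the promoter; all others were set before the data were examined. With no replicates, a count was taken as unchanged within 1.5 times, a log2 ratio within a factor of 1.5, and a ratio of counts of 2 lists was called reversed only where the exact 95% binomial interval excluded equal counts under both settings (for covered length, where both were beyond a factor of 1.5). A mean over the 4 stages was counted as reversed by its sign alone. Of 476 log2 ratios recomputed, 369 were unchanged, 89 moved and 18 reversed, 2 of them such means. Among the 374 under alternatives set beforehand these numbers were 303, 55 and 16. Of 336 values of single lists, 206 were unchanged and 130 moved. Log2 ratios are written with the later stage or the higher temperature first. Values under each alternative that moved or reversed follow, together with some shares between lists that changed by less than 1.5 times. Fewer peaks, or fewer genes, follow from the construction of each filter; beyond that, the cause was not tested.

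The fall in H3K27me3 peaks and covered length from S1 to S4 at 20°C kept its direction under every alternative run on them. The rise from 20°C to 26°C, as the mean log2 ratio over the 4 stages, was above 0 for peaks and covered length under every alternative and for genes under all except the same number of peaks per list. Keeping chromosomes 1 to 8 only, merging peaks within 1 kb, and counting each pair of a peak and a 3 kb side moved no result. An overlap of at least 200 bp moved none of the 3 kb counts.

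With the same number of peaks in each list of a mark (the strongest 913 for H3K27me3 and 570 for H3ac), the mean log2 ratio of 26°C to 20°C was −0.046 for genes (exact sign-flip permutation test, p = 0.75) and −0.25 for the 3 kb next to the gene (p = 0.5), with 2 of 4 stages higher at 26°C in both, so neither shows a direction. For H3K27me3 genes the ratio of S2 to S1 reversed to 0.38 at 20°C and 0.33 at 26°C, and that of S4 to S1 to 0.25 and 0.81. The ratio of 26°C to 20°C reversed to −0.33 at S1 and −0.38 at S2 and moved to 0.30 at S3 and 0.23 at S4, and S4 to S3 at 26°C moved to −0.13. For the 3 kb next to the gene, S2 to S1 at 20°C reversed to 0.55, S4 to S1 to 0.42 at 20°C and 1.25 at 26°C, and 26°C to 20°C to −0.64 at S1 and −0.69 at S2, while 26°C to 20°C moved to 0.16 at S3 and 0.19 at S4 and S3 to S2 at 26°C to 0.80. For H3ac, S2 to S1 at 20°C moved to −0.30 for genes and 0.12 for the 3 kb, and 26°C to 20°C at S1 to −0.96 and −0.40. Genes numbered 611 for H3K27me3 S1 at 20°C, 485, 610, 931 and 849 for S1 to S4 at 26°C, and 701 for H3ac S1 at 20°C; the 3 kb counts of these lists were 571.5, 365.5, 517, 900.5, 869 and 576. This setting takes away the difference in peak number from which the differences in gene number derive. With the filters on p-value, q-value, fold enrichment and overlap, genes were more numerous at 26°C at 4 of 4 stages.

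With only peaks of −log10 p of at least 5, H3K27me3 genes gave S2 to S1 −0.31 and S4 to S1 −0.51 at 20°C and 26°C to 20°C 0.72 at S3, and H3ac genes gave S2 to S1 −0.72 at 20°C and 1.84 at 26°C. The 3 kb gave −0.049, −0.24, 0.55, −0.21 and 1.62 for the same ratios. For peaks, S3 to S2 of H3K27me3 at 26°C reversed to −0.64, 26°C to 20°C at S2 moved to 2.25, and for H3ac S2 to S1 at 20°C moved to −1.37 and 26°C to 20°C at S1 to −1.74. For the covered length of H3ac these last ratios were 0.60 and 0.16. Genes numbered 919 for H3K27me3 S1 at 20°C, 1407, 1384, 1139 and 961 for S1 to S4 at 26°C, and 896 and 160 for H3ac S1 at 20°C and 26°C; the 3 kb counts of these lists were 801, 1122.5, 1121.5, 1084.5, 956.5, 683.5 and 196.5. Peaks of H3K27me3 from S1 to S4 numbered 1552, 532, 445 and 288 at 20°C and 2744, 2523, 1614 and 1458 at 26°C, and of H3ac 994 and 384 at 20°C and 298 and 168 at 26°C. The covered length was 4.42, 3.03, 2.48 and 2.68 Mb at 20°C and 4.71, 4.76, 3.51 and 4.15 Mb at 26°C for H3K27me3, and 1.70 Mb for H3ac S1 at 20°C. The share of H3ac peaks on H3K27me3 peaks was 18.1% at S1 and 27.4% at S2 at 26°C. The plastid and mitochondrial sequences held a median of 1.50% of the H3K27me3 peaks, 5.19% of their length and 0.482% of the H3ac peaks.

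With a fold enrichment of at least 3, S3 to S2 of H3K27me3 at 26°C reversed to −0.83 for peaks and moved to −0.62 for genes and −0.85 for covered length. Peaks at 20°C gave S2 to S1 −3.97, S4 to S3 −0.0090 and S4 to S1 −4.81, at 26°C S4 to S1 −1.95, and 26°C to 20°C 3.98 at S2, 3.99 at S3 and 2.99 at S4. Covered length gave S2 to S1 −1.67 and S4 to S1 −2.03 at 20°C, S4 to S1 −1.11 at 26°C and 26°C to 20°C 1.66 at S2. For H3ac, S2 to S1 at 26°C was 2.38 for genes and 2.08 for the 3 kb, and 26°C to 20°C at S1 −3.76 and −2.76. Genes numbered 1435 and 932 for H3K27me3 S3 and S4 at 26°C and 113 for H3ac S1 at 26°C, with 3 kb counts of 1281, 926 and 145.5, and a 3 kb count of 988.5 for H3ac S1 at 20°C. Peaks numbered 285, 160 and 159 for H3K27me3 S2 to S4 at 20°C, 2537 and 1260 for S3 and S4 at 26°C, and for H3ac 2890 and 590 at 20°C and 506 and 265 at 26°C. The covered length of the same H3K27me3 lists was 2.39, 1.62, 1.87, 4.18 and 3.55 Mb, that of H3ac 2.29 Mb for S1 at 20°C and 1.70 and 1.74 Mb at 26°C. The plastid and mitochondrial medians were 0.168% of peaks and 0.397% of length for H3K27me3 and 0.102% and 0.0899% for H3ac. With a q-value of at most 0.05 only H3ac values moved: S2 to S1 at 20°C to −1.11 for genes, −0.44 for the 3 kb and −1.48 for peaks, and S1 at 20°C to 1254 genes, 877.5 for the 3 kb, 1853 peaks and 2.37 Mb, with 463 and 272 peaks for S1 and S2 at 26°C.

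The overlap of at least 200 bp was counted on the gene, so no gene shorter than that can pass. The rRNA genes named above on chromosomes 4 and 6 are shorter. For gene counts this setting thus takes out such rRNA genes by construction, as the restriction to protein-coding genes does. With it, S2 to S1 of H3ac genes at 26°C reversed to −0.50. H3K27me3 genes gave S2 to S1 −2.69 and S4 to S1 −3.77 at 20°C, S4 to S1 −1.42 at 26°C, and 26°C to 20°C 2.84 at S2, 3.10 at S3 and 2.61 at S4; H3ac genes gave S2 to S1 −4.55 at 20°C and 26°C to 20°C −4.34 at S1. Genes numbered 278, 203 and 131 for H3K27me3 S2 to S4 at 20°C, 797 for S4 at 26°C, and 74, 86 and 61 for H3ac S2 at 20°C, S1 at 26°C and S2 at 26°C. With protein-coding genes only, the same ratios in the same order were −0.72 (reversed), −2.84, −4.06, −1.47, 2.95, 3.32, 2.84, −4.93 and −4.64, and the counts 241, 164, 103, 737, 54, 66 and 40, with 1642 for H3K27me3 S3 at 26°C. Without the regions that have a peak in 10 or more lists, they were −0.76 (reversed), −2.81, −4.01, −1.40, 2.95, 3.30, 2.87, −4.64 and −4.30, and the counts 270, 186, 118, 860, 71, 90 and 53. For the 3 kb, protein-coding genes gave S2 to S1 −2.53, S4 to S3 −0.80 and S4 to S1 −3.79 at 20°C, S4 to S1 −1.28 at 26°C, 26°C to 20°C 2.52, 2.75 and 2.57 at S2 to S4, and for H3ac S2 to S1 at 20°C −4.37 and 26°C to 20°C at S1 −4.06. The counts were 228.5, 165 and 95 for S2 to S4 at 20°C, 1369, 1313, 1112 and 565.5 at 26°C, and 798, 38.5, 48 and 36.5 for H3ac S1 and S2 at 20°C and then at 26°C. Without the common regions the 3 kb gave −2.39, −0.88 and −3.71 for S2 to S1, S4 to S3 and S4 to S1 at 20°C, 2.43, 2.68 and 2.71 for 26°C to 20°C at S2 to S4, and −3.65 and −3.36 for the H3ac ratios, with counts of 297, 218.5 and 118.5 at 20°C, 773 for S4 at 26°C, and 974, 77.5, 95 and 71 for H3ac. The covered length without them gave S4 to S1 at 20°C −1.71, with 2.83, 2.01 and 2.07 Mb for S2 to S4 at 20°C and 2.37, 1.69, 1.18 and 1.08 Mb for the H3ac lists.

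With 1 kb in place of 3 kb, S4 to S1 of H3K27me3 at 20°C was −0.68 and S2 to S1 of H3ac at 20°C −0.60, with counts of 1082.5 for H3K27me3 S1 at 20°C, 1195.5, 1161 and 1224.5 for S1 to S3 at 26°C and 904 for H3ac S1 at 20°C. Of the shares between lists, the H3K27me3 median was 10.4% with an overlap of at least 0.5 of the peak's length. The shares of H3ac peaks on H3K27me3 peaks were then 4.86% and 26.9% for S1 and S2 at 20°C. At 26°C they were 12.3% and 13.5%. Without the common regions these were 4.39%, 23.9%, 10.2% and 9.43%, and the H3ac median was 18.6%, or 14.1 times its random share. With random placement within genes and the 3 kb around them, the median was 10.3 times the random share for H3K27me3 and 47.9 times for H3ac. Only the random peaks were held near genes, while all observed peaks on chromosomes 1 to 8 were kept. The random median for H3ac fell from 2.78% to 0.474%, and the observed median was 29.7%. These multiples therefore do not measure how lists share places near genes. In place of the IP reads of Table 1, which gave r = 0.152 (exact permutation test, p = 0.70) with peak number over the 8 H3K27me3 libraries and so no direction, background fragments per base gave r = −0.81 (p = 0.025, Benjamini-Hochberg adjusted over 9 relations 0.074) and rho = −0.76 (p = 0.037, adjusted 0.11), both above 0.05 once adjusted, and r was −0.32 within 26°C.

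No paired analysis was possible by replicate number, because each group has 1 library; the lists of 26°C and 20°C were paired by stage only, in the sign-flip test. Alternatives that used coding segments, gene families or the strand of the promoter were not run, since the gene table used here gives none of these, and chromosomes 1 to 8 alone were not a separate choice for gene counts, which used only those. The depth of the H3ac IP libraries (18 to 34 M reads before duplicates were removed) limits what an absent H3ac peak can show.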

Differences from the paper's values

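Chosen only after the result was seen were the counts of protein-coding genes only and without shared regions; the mean of both 3 kb sides replaced the promoter once the gene table was found to give no strand. The paper's values are the numbers of genes in the headings of Files S4 and S5. Both the annotation and its gene identifiers differ from those used here. Of the 12 lists, the number of genes with a peak in the gene differed by more than 1.5 times in 8, and the number with a peak in the promoter or next to the gene in 3. The counts here cover chromosomes 1 to 8, whereas the paper's promoter headings also count mitochondrial genes. For H3K27me3 at 20°C these were 193 of 820 at S3 and 188 of 631 at S4. Without them the paper's numbers lie further below the 878 and 762.5 found here, so the 3 is not a count on like sequences.

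For H3K27me3 in the gene, the value was 2112 at S1 at 20°C against the paper's 4463. At 26°C it was 2600 at S1 against the paper's 5915, 2437 at S2 against the paper's 5496 and 2490 at S3 against the paper's 5203. None of the alternatives set before the data were examined closed these gaps. At S4 at 20°C it was 725 against the paper's 458; with a −log10 p of at least 5 it was 644 and with a fold enrichment of at least 3 it was 615, both within 1.5 times, and the other alternatives did not close the gap. For H3ac in the gene, the value was 2272 at S1 at 20°C against the paper's 8038, 498 at S1 at 26°C against the paper's 2401, and 632 at S2 at 26°C against the paper's 268, and none of the alternatives set before the data were examined closed these gaps.

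For H3ac in the 3 kb next to the gene, the value was 673.5 at S2 at 20°C against the paper's promoter count of 265 and 670 at S2 at 26°C against the paper's 257, which none of these alternatives closed. At S1 at 26°C it was 603.5 against the paper's 215; with a −log10 p of at least 5 it was 196.5 and with a fold enrichment of at least 3 it was 145.5, both within 1.5 times, and the others did not close the gap. The promoter bars of the paper's figure differ from the headings of File S5 for 2 of these lists. They show about 1600 in Fig. 1, read by eye, for S2 at 20°C, against 673.5 here, and about 1600 in Fig. 1, read by eye, for S1 at 26°C, against 603.5 here, and no alternative closed these gaps.

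Some directions differ. At 26°C the paper lists fewer H3K27me3 genes at S3 than at S2, both in the gene and in the promoter, whereas here the log2 ratio was 0.031 in the gene and 0.040 next to it. It was below 0 in the gene with a −log10 p of at least 5 (−0.28), a q-value of at most 0.05 (−0.19), a fold enrichment of at least 3 (−0.62) and an overlap of at least 200 bp (−0.19), and next to the gene with the first 3 of these filters (−0.048, −0.14 and −0.49). It was above 0 with the same number of peaks in each list (0.61 in the gene and 0.80 next to it) and, next to the gene, with an overlap of at least 200 bp (0.050), 1 kb in place of 3 kb (0.077) and each pair of a peak and a side (0.039). With protein-coding genes only (−0.18 and −0.24) and without the regions shared by 10 or more lists (−0.19 and −0.19), both chosen after seeing the values, it was also below 0. For H3ac in the gene, the paper lists fewer genes at S2 than at S1 at 26°C, and fewer at 26°C than at 20°C at S2, whereas here the log2 ratios were 0.34 and 0.068. With an overlap of at least 200 bp, which no gene shorter than that can pass, they were −0.50 and −0.28. They stayed above 0 with a −log10 p of at least 5 (1.84 and 0.080), a q-value of at most 0.05 (0.79 and 0.022), a fold enrichment of at least 3 (2.38 and 0.25) and the same number of peaks in each list (0.81 and 0.15). With protein-coding genes only they were −0.72 and −0.43, and without the shared regions −0.76 and −0.42, both chosen after seeing the values.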

Other observations

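The solution of pileups and background from the peak lists and its relation to the numbers of peaks and genes were chosen only after the result was seen.

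A peak's fold enrichment and p-value from macs2 are both functions of the number of fragments piled up at the peak and of the background level from INPUT, so the pair can be solved for a whole number of fragments and a background in fragments per base. In simulated lists 100% of whole pileups were recovered. Of pileups that had been scaled, 14.1% received a whole solution. Some of these were still whole after scaling, so 14.1% is not the share that chance alone gives. The simulation also did not average values over a peak, as the broad lists do. A whole solution was found for 96.3% to 99.5% of the peaks of the H3ac lists of S1 and S2 at 20°C and S1 at 26°C. For S2 at 26°C it was found for 14.0%, close to the share of the scaled pileups, so this list was not used. For H3K27me3, whose broad peaks carry averages, a whole solution was found for 13.8% to 40.4% of peaks, and the background was taken from the value at which most solved peaks meet. These meet at 1 value in each list, with 662, 48, 23 and 15 peaks for S1 to S4 at 20°C and 461, 404, 450 and 156 at 26°C, against 2 to 29 at the next most frequent value. For S3 and S4 at 20°C the share with a whole solution, 14.8% and 13.8%, is close to that of the scaled pileups. Few peaks stand behind the value there, so these backgrounds rest only on the peaks that meet at 1 value. In the H3ac list left out, 18 peaks met at the most frequent value and 10 at the next. The backgrounds were 0.925, 5.45, 6.59 and 5.58 fragments per base at 20°C and 1.01, 1.02, 3.06 and 4.53 at 26°C.

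A hypothesis from these values is that libraries with fewer fragments left for peak calling gave more peaks. The background counts the fragments over each base, so it also rises with fragment length, which was not known here. Over the 8 H3K27me3 libraries, the number of peaks fell as the background rose, with r = −0.81 (exact permutation test, two-sided, p = 0.025, Benjamini-Hochberg adjusted over 9 relations p = 0.074) and rho = −0.76 (p = 0.037, adjusted 0.11). For genes with a peak in the gene r was −0.91 (exact permutation p = 0.0082, adjusted 0.037) and rho −0.81 (p = 0.022, adjusted 0.098), and for protein-coding genes r was −0.96 (exact permutation p = 0.0023, adjusted 0.020) and rho −0.90 (p = 0.0046, adjusted 0.041). Without the 2 libraries farthest from the median background r was −0.79, −0.93 and −0.97. Within 20°C r for peaks was −0.95 and within 26°C −0.32, and for protein-coding genes −0.98 and −0.93, over 4 libraries each, which is too few for a test. After the correction the relation for peaks is above 0.05 by both measures, that for genes is below it by r and above it by rho, and that for protein-coding genes, a count chosen after seeing the data, is below it by both. A dependence of the lists on the fragments that remained would give such a relation. However, from S2 to S3 at 26°C both background and peaks rose, and at S1 both were higher at 26°C than at 20°C. The background also differs between the temperatures at S2 to S4. With 1 library for each stage and temperature, the fragments that remained cannot be told apart from stage and temperature here.

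Of the 25396 regions made by merging the peaks of all 12 lists, 20699 (81.5%) have a peak in 1 list only, 1585 have a peak in both marks and 34 in all 12 lists. The 1407 rRNA genes include arrays on chromosome 2 (765 genes, 30674202 to 30915992), chromosome 6 (505 genes, 20484236 to 20711015) and chromosome 4 (53 genes, 19272755 to 19289532). These arrays were looked for after their share of the counted genes was seen.

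File S4 was read for the first 1397 of its 5915 rows and File S5 for the first 1995 of 8038, so 12 of the 24 lists of genes were held in full. In these complete lists 0 had an entry on a sequence without a deposited peak. The promoter lists of H3K27me3 held 205, 193 and 188 mitochondrial genes for S2, S3 and S4 at 20°C, or 23.1%, 23.5% and 29.8% of their entries, and the gene lists of the same libraries held 0. The promoter list of H3ac S1 at 20°C held 43. By the headings, 4 of the 12 gene lists hold more genes than the deposited list holds peaks. For H3ac the paper's number of genes per deposited peak is 1.79 for S1 at 20°C and 2.90 for S1 at 26°C. No explanation of these values was tested.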
